A study of Drosophila melanogaster with 6 samples. Its data were reported in "Immune regulation of intestinal-stem-cell function in Drosophila" (2022).

How the data were processed

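RNA was measured in GFP-positive progenitor cells sorted from the midguts of adult virgin female Drosophila melanogaster. In these flies the esg-GAL4 driver with a temperature-sensitive GAL80 repressor (esgts) turns on GFP in intestinal stem cells and their undifferentiated daughters once the flies are moved to 29 degrees C. The control genotype (esgts/+) carried the driver alone. The other genotype (esgts/D30A) also carried a third-chromosome transgene for ImdD30A, a form of the IMD adaptor protein that blocks signalling through the endogenous pathway. Flies were kept at 29 degrees C for 10 days, 10 guts were pooled per sample, and 3 samples were made per genotype. Genotype and replicate number were taken from the sample labels. The design text of the series and the sample titles speak of guts and do not mention a sort. The sample labels give sorted GFP-positive cells as the cell type, and the text of the study also describes sorted cells for this comparison. The labels were followed. The levels of genes of other gut cells would mean something else in whole guts.

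The authors deposited whole-number read counts per gene for the 6 libraries, with no normalization, over 17737 genes of the Ensembl release 95 annotation of the BDGP6 genome. Aligner, counting program, use of strand and the treatment of reads that fall on several genes are not stated for these libraries. Among the genes kept for testing, 196 had the same 6 counts as another gene, forming 94 distinct profiles. Some reads therefore appear to have been counted for several genes. Whether this holds for every overlap, such as a partial one or one on opposite strands, is not known. Genes with overlapping exons or near-identical copies are therefore treated as uncertain. The authors also deposited a table of their own comparison, which gives for each gene a log2 fold change, an average log2 CPM (CPM is the count of a gene relative to the total of its library, on edgeR's scale), a p-value and a false discovery rate from edgeR. Its direction is not stated in the table; for 152 of the 152 genes under a false discovery rate of 0.05 the sign was that of esgts/D30A over esgts/+ in the counts. An edgeR exact test with TMM factors on the same 9957 genes gave the same log2 fold changes, with a largest difference of 5.65e-14. All coordinates are 1-based positions on BDGP6 from the deposited annotation, which also gave the gene symbols. None of the count table's columns was left out.

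Counts were analysed in R 4.3.3. Genes were kept with the filterByExpr function of edgeR 4.0.16 (count minimum of 10, total count minimum of 15), which left 10064 genes. Libraries were scaled with TMM factors, and the genotypes were compared with the edgeR quasi-likelihood F test without further covariates. All p-values of single genes below are Benjamini-Hochberg adjusted over the 10064 genes, two-sided, unless stated otherwise, and a gene was called changed at an adjusted p under 0.05. The standard error (SE) of a log2 fold change was derived from its F statistic. CPM values were computed with the TMM-scaled library sizes. Log2 fold changes are esgts/D30A over esgts/+.

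A total of 9 gene lists was compared as sets: the IMD pathway without imd, antimicrobial peptides, glutathione S-transferases, Notch and differentiation genes, peptide hormones, and markers of progenitors, enterocytes, enteroendocrine cells and visceral muscle. The set test was camera in limma 3.58.1 with its preset inter-gene correlation of 0.01 on log2 CPM (prior count of 2), adjusted over the 9 lists. The Notch and progenitor lists share 4 genes. The glutathione S-transferase list, the Notch and differentiation list and the genes Xrp1, mira and Vinc were chosen because the study's text names them, the first and the last from these libraries, so their tests are not independent evidence. Genes named in the text are imd, members of the lists, Xrp1, mira, Vinc, and the 5 raised and 5 lowered genes with the smallest quasi-likelihood p among changed genes whose 3 values in one genotype all lie outside those of the other. Genes whose exons overlap those of a named gene are also named, for their position. Any other gene is named with the statement that it was chosen after its values were seen. The lists, tests, naming rule and alternatives were fixed before the data were examined, except where stated.

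Alternatives were RLE scaling, no filter on low counts, a filter of 5 CPM in 3 libraries, DESeq2 1.42.0, the edgeR exact test and likelihood ratio test, the replicate number as a block, merging of genes with identical counts, removal of ribosomal RNA rows, each library left out in turn, and for the lists the fry test and camera with an estimated correlation. The bias-adjusted form of the quasi-likelihood fit was added after seeing the data. DESeq2 gave no adjusted p for 591 genes, which were left without one.

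The tests were tested on simulated data: counts for the 10064 genes were drawn 10 times from the real means, library sizes and spread, with 200 genes changed by known amounts and the glutathione S-transferase list lowered. For the comparison of esgts/D30A with esgts/+, the quasi-likelihood test recovered 41.9% of the 200 genes, and 3.73% of its calls were genes left unchanged. It recovered 80.98% of genes changed by 2 log2 units, 42.6% of those changed by 1 and 2.76% of those changed by 0.5. The lowered list was called in 10 of 10 simulations and the others in 1 of 80 tests. Genes were drawn independently of each other, so these numbers do not give the error rate of the set test for lists whose genes vary together. Random gene sets for the closing section were drawn 10000 times, matched on mean expression. Figures were drawn with matplotlib 3.10.9.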

Results

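Gene expression was profiled by RNA sequencing in sorted GFP-positive midgut progenitors of 3 esgts/+ and 3 esgts/D30A samples. Each sample pooled 10 guts. Total counts were 24490735, 22444265 and 22391658 for the 3 control libraries and 25697657, 22613458 and 27606777 for the 3 esgts/D30A libraries. Ribosomal RNA rows took between 11.4% and 15.7% of the counts of a library. Pearson correlations of log2 CPM across genes were between 0.977 and 0.983 for pairs of libraries of one genotype and between 0.974 and 0.983 for pairs of different genotypes. The first principal component held 29.0% of the variance and had all 3 control libraries on one side of 0 and all 3 esgts/D30A libraries on the other. Its values were -11.5, -35.2 and -2.93 for the controls and 18.3, 18.2 and 13.2 for esgts/D30A. The controls were thus spread widely along it, with replicate 3 near 0.

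The transgene is made of imd coding sequence, so imd was examined first in every library. The gene imd (FBgn0013983, chromosome arm 2R, 18409796 to 18413599) was at 29.1, 31.0 and 26.3 CPM in the control libraries and at 53.8, 49.5 and 53.5 CPM in the esgts/D30A libraries. The means were 28.8 ± 2.33 CPM (SD, n = 3) and 52.3 ± 2.37 CPM (SD, n = 3). The log2 fold change was 0.86 (SE 0.0951, edgeR quasi-likelihood adjusted p = 0.0193). Without esgts/D30A replicate 1 the log2 fold change was 0.84 and the adjusted p was 0.0917, and the call was kept in 2 of the 6 fits that left out a library. The counts do not separate transcripts of the transgene from those of the endogenous gene. An exon of imd overlaps an exon of GstE9 on the opposite strand, and GstE9 had a log2 fold change of -0.15 (SE 0.231, adjusted p = 0.839).

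To determine how expression of ImdD30A affects the progenitor transcriptome, the genotypes were compared over the 10064 genes kept. The edgeR quasi-likelihood test called 28 genes changed, 9 raised and 19 lowered in esgts/D30A. All 28 had groups that did not overlap, which chance gives for 10% of genes with 3 libraries against 3. Since these genes were selected by a small p between the same groups, the separation is no separate evidence. At an unadjusted p under 0.05 there were 1184 genes, where 503.2 would be expected by chance. Absolute log2 fold changes of the 28 genes had a median of 0.92 and a minimum of 0.59. Of the raised genes 1 rose by more than 1 log2 unit, and of the lowered genes 7 fell by more than 1. The count of changed genes depended on the test: DESeq2 called 195 genes, the edgeR exact test 151 and the likelihood ratio test 157, and each of these sets contained all 28. Without esgts/D30A replicate 1 or without esgts/D30A replicate 2, the quasi-likelihood test called 1 gene, CG12934.

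The 5 raised genes with the smallest p were CG12934, imd, mira, Ir85a and Cyp6d2. CG12934 (FBgn0033541, chromosome arm 2R, 10648888 to 10649830) rose from 59.2 ± 17.7 to 479.6 ± 40.6 CPM (SD, n = 3 each), with a log2 fold change of 3.02 (SE 0.197, adjusted p = 0.0013). It was called in each of the 10 other settings and without each of the 6 libraries. Ir85a (chromosome arm 3R, 8794684 to 8796966) rose from 79.7 ± 5.47 to 132.7 ± 9.50 CPM, with a log2 fold change of 0.74 (SE 0.0955, adjusted p = 0.0323). Cyp6d2 (chromosome arm 2R, 22652573 to 22654530) rose from 22.3 ± 2.82 to 40.8 ± 2.77 CPM, with a log2 fold change of 0.87 (SE 0.115, adjusted p = 0.0323). Ir85a and Cyp6d2 each have exons that overlap genes on the opposite strand, Pif1A and Pif1B for the former and nsr for the latter, so reads of these genes can have been counted for them. Ir85a and Cyp6d2 each kept their call in 1 of the 6 fits that left out a library.

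The 5 lowered genes with the smallest p were CG12868, Xrp1, CG30090, GstE1 and Arc2. CG12868 (chromosome arm 2R, 14604549 to 14605297) fell from 60.9 ± 9.46 to 22.0 ± 2.35 CPM (SD, n = 3 each), with a log2 fold change of -1.47 (SE 0.138, adjusted p = 0.0131). CG30090 (chromosome arm 2R, 15689826 to 15691014) fell from 163.3 ± 11.1 to 90.5 ± 3.83 CPM, with a log2 fold change of -0.85 (SE 0.0893, adjusted p = 0.0166). GstE1 (chromosome arm 2R, 18398393 to 18399223) fell from 191.6 ± 18.3 to 99.3 ± 9.71 CPM, with a log2 fold change of -0.95 (SE 0.110, adjusted p = 0.0193). Arc2 (chromosome arm 2R, 14361924 to 14362825) fell from 67.0 ± 0.927 to 37.9 ± 3.68 CPM, with a log2 fold change of -0.82 (SE 0.0955, adjusted p = 0.0193). GstE1 and GstE10 have overlapping exons on opposite strands, and the neighbour of Arc2, the pseudogene CR10102 (named after its values were seen), fell with it. When each library was left out in turn, CG12868 kept its call in 4 of 6 fits, CG30090 in 3, GstE1 in 3 and Arc2 in 1.

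**Figure D1:**
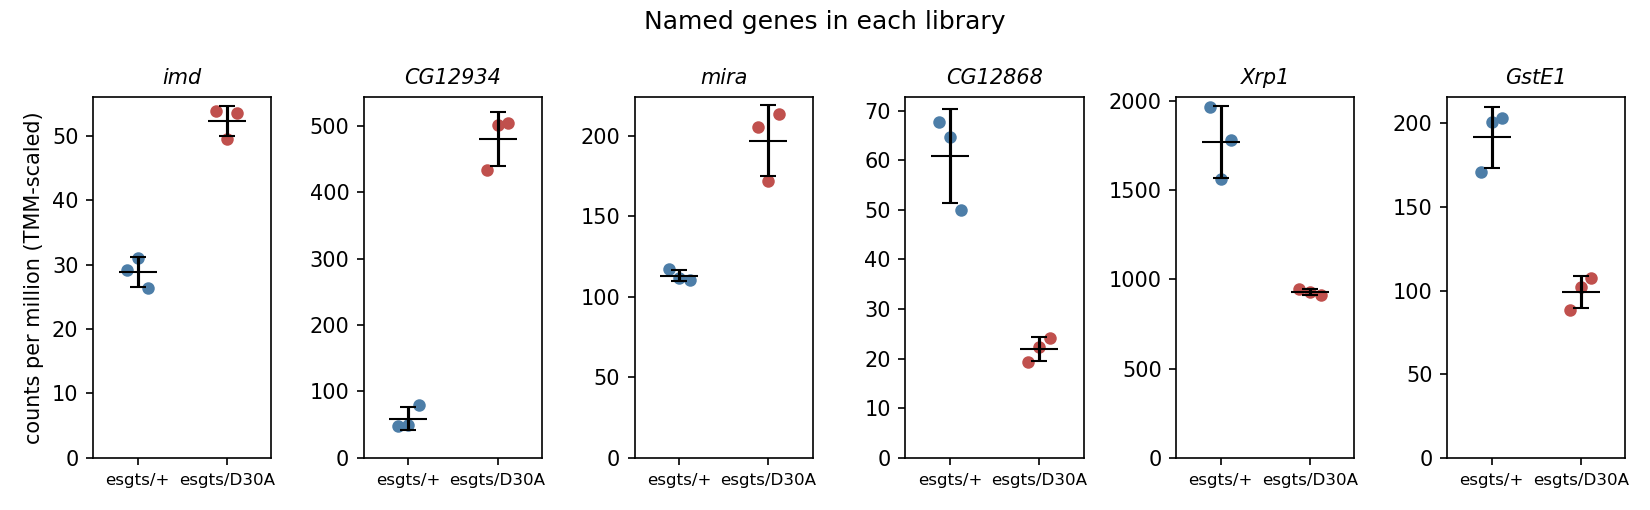
TMM-scaled CPM of 6 genes in each library, with esgts/+ in blue and esgts/D30A in red; black bars are the mean and SD of 3 libraries. The values of the genotypes do not overlap for any of the 6 genes, with imd at 28.8 CPM in esgts/+ and 52.3 CPM in esgts/D30A.

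The text of the study names 3 genes of growth and adhesion from these libraries. Xrp1 (FBgn0261113, chromosome arm 3R, 18914968 to 18926989), a regulator of growth, fell from 1769 ± 201 to 929.5 ± 18.2 CPM (SD, n = 3 each), with a log2 fold change of -0.93 (SE 0.0951, adjusted p = 0.0166). The gene mira (FBgn0021776, chromosome arm 3R, 19931799 to 19935120), a regulator of asymmetric cell division, was higher in esgts/D30A. It rose from 113.2 ± 3.48 to 196.9 ± 22.1 CPM, with values of 205.5, 171.8 and 213.3 CPM in the esgts/D30A libraries and a log2 fold change of 0.80 (SE 0.101, adjusted p = 0.0303). Vinc (FBgn0004397, chromosome X, 2214347 to 2222567), which encodes the adhesion protein Vinculin, went from 429.4 ± 52.6 to 310.2 ± 27.1 CPM, with a log2 fold change of -0.47 (SE 0.110) that was not called over all genes (adjusted p = 0.164) though all 3 esgts/D30A values lay below the control values. Adjusted over the list alone, the quasi-likelihood p-values were 1.64e-05 for Xrp1, 4.52e-05 for mira and 0.00224 for Vinc. Since the study named these genes from the same libraries, the values over the list alone do not allow for that choice and are no independent evidence. Vinc was called by the exact test (adjusted p = 0.04), the likelihood ratio test and DESeq2. When each library was left out in turn, Xrp1 kept its call in 3 of 6 fits and mira in 1, in both cases with the same direction throughout.

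Of the 34 IMD pathway genes, all were kept and 0 were changed by the edgeR quasi-likelihood test over all genes; adjusted over the list alone 0 were changed as well, and the exact test called 2. Their median log2 fold change was 0.06 (camera adjusted p = 0.171). The 2 genes the exact test called were PGRP-SD and PGRP-SC1a, which encode peptidoglycan recognition proteins. The text of the study names the same genes from these libraries, so these calls are not independent evidence. PGRP-SD went from 102.0 ± 14.5 to 70.1 ± 6.09 CPM (SD, n = 3 each), with a log2 fold change of -0.54 (SE 0.123, quasi-likelihood adjusted p = 0.153, exact test adjusted p = 0.022), and one of its exons overlaps CG7492 on the opposite strand. PGRP-SC1a was low, at 0.422 ± 0.512 CPM in controls and 3.78 ± 2.36 CPM in esgts/D30A, with a log2 fold change of 3.17 (SE 0.788, quasi-likelihood adjusted p = 0.19, exact test adjusted p = 0.0178). Its near-identical neighbour PGRP-SC1b had a log2 fold change of 2.66 (SE 0.870, adjusted p = 0.323), and reads can have been shared between the pair. Another neighbour, PGRP-SC2, was at 4.42, 2.64 and 19.2 CPM in the controls and at 32.6, 22.9 and 27.3 CPM in esgts/D30A, a log2 fold change of 1.66 (SE 0.595, adjusted p = 0.352). Without esgts/+ replicate 3 its log2 fold change was 2.96 (adjusted p = 0.0063), so this library decides that call. Without the same library the log2 fold change was 4.84 for PGRP-SC1a (adjusted p = 0.0733) and 4.89 for PGRP-SC1b (adjusted p = 0.0661). The enterocyte marker Jon99Cii had a like pattern, at 114.3, 108.0 and 404.2 CPM in the controls and 569.5, 420.2 and 523.5 CPM in esgts/D30A. Other enterocyte markers such as alphaTry did not, at 266.1, 538.2 and 311.1 CPM and 361.6, 265.1 and 359.0 CPM. Carry-over of enterocytes in the sort therefore stays open as a source for PGRP-SC1a, PGRP-SC1b and PGRP-SC2.

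Of the 20 antimicrobial peptide genes 3 had enough counts to be kept. The other 17 had at most 13 counts in any library, 9 of them none. A fall or a small rise in them was therefore not detectable at this depth. None of the 17 had more than 13 counts in an esgts/D30A library, which argues against a rise to a high level. The median log2 fold change of the 3 kept genes was 0.17, their mean was 0.05 and the set test pointed down (camera adjusted p = 0.917), so these measures differ in sign. AttD went from 9.15 ± 1.53 to 4.96 ± 0.379 CPM (SD, n = 3 each), a log2 fold change of -0.88 (SE 0.182, quasi-likelihood adjusted p = 0.121, exact test adjusted p = 0.0121). It was the 1 gene of this list that was changed when adjusted over the list alone.

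Glutathione S-transferases, enzymes that detoxify foreign compounds, were lowered as a list. Of the 32 kept genes 29 had lower means in esgts/D30A, with a median log2 fold change of -0.36 under TMM and -0.35 under RLE scaling. Over all genes 5 were changed by the quasi-likelihood test and 10 by the exact test; adjusted over the list alone 17 were changed. The set test with the preset correlation gave an adjusted p of 2.08e-11. It did not hold under fry (adjusted p = 0.0615) or with the correlation estimated from the data (adjusted p = 0.452). The GstD class on 3R was lowered in 10 of 10 genes (median log2 fold change -0.66), and the GstE class on 2R in 12 of 12 genes (median log2 fold change -0.78), with the same numbers lowered under RLE scaling, though GstE2 lay near 0 and changed sign when single libraries were left out. The changed genes were GstE1, GstE7 (log2 fold change -1.24, SE 0.165, adjusted p = 0.0323), GstD5 (-1.49, SE 0.203, adjusted p = 0.0323), GstE10 (-0.96, SE 0.131, adjusted p = 0.0323) and GstD2 (-1.10, SE 0.161, adjusted p = 0.0387). When each library was left out in turn, GstE7 and GstD5 kept their call in 2 of 6 fits each, GstD2 in 1 and GstE10 in 0, and none of these 5 genes was called without esgts/D30A replicate 1, 2 or 3. The GstD genes and most GstE genes lie in tandem copies, so reads can have been shared between members. GstS1 moved the other way, from 246.1 ± 16.2 to 356.4 ± 14.6 CPM (SD, n = 3 each), a log2 fold change of 0.53 (SE 0.0848, adjusted p = 0.054) that passed the threshold in 6 of the 10 other settings.

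The Notch and differentiation list (10 genes kept) had a median log2 fold change of 0.02 and a mean of -0.18 (camera adjusted p = 0.989), with 0 genes changed over all genes by quasi-likelihood, 1 by the exact test and 1 adjusted over the list alone. That gene was Npc2f, a lipid carrier gene, at 6.63, 34.9 and 20.8 CPM in controls and 2.65, 7.52 and 4.26 CPM in esgts/D30A. Its log2 fold change was -2.12 (SE 0.567, quasi-likelihood adjusted p = 0.234, exact test adjusted p = 0.0218), and the ranges of the genotypes overlapped.

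Markers of cell types were compared as a measure of what the sort collected. The progenitor marker list had a median log2 fold change of 0.19 over 8 genes (camera adjusted p = 0.171). Its gene esg, whose driver marks the sorted cells, was at 669.4 ± 88.1 CPM in controls and 661.2 ± 18.1 CPM in esgts/D30A (SD, n = 3 each), a difference smaller than the spread between replicates. The enterocyte marker list had a median of 0.04 and a mean of 0.23 over 28 genes (adjusted p = 0.543), and the visceral muscle marker list a median of -0.0025 and a mean of 0.06 over the 4 of 12 genes kept (adjusted p = 0.917). The enteroendocrine marker list had a median of 0.25 over 10 genes, 9 of them raised (adjusted p = 0.00168). This call did not hold under fry (adjusted p = 0.296), with the estimated correlation (adjusted p = 0.708) or without esgts/D30A replicate 3 (median 0.17, adjusted p = 0.0617). Over all genes 0 markers of these 4 lists were changed by the quasi-likelihood test and 1, amon, by the exact test; adjusted over the list alone 3 enteroendocrine markers were changed (amon, tap and dimm) and 0 in the other 3 lists.

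The peptide hormone list had a median log2 fold change of -0.01 and a mean of -0.17 over 14 genes (camera adjusted p = 0.970). Over all genes 0 were changed by the quasi-likelihood test and 2 by the exact test, and adjusted over the list alone 8 were changed, 4 raised and 4 lowered. Orcokinin, the most abundant of those 8, rose from 3515 ± 521 to 5230 ± 962 CPM (SD, n = 3 each), a log2 fold change of 0.57 (SE 0.147). Tk rose by 0.44 (SE 0.131), AstC by 0.49 (SE 0.167) and NPF by 0.41 (SE 0.140) on the log2 scale. The lowered genes had log2 fold changes of -1.29 for Mip (SE 0.291), -0.93 for AstA (SE 0.266), -0.71 for CCHa1 (SE 0.221) and -0.61 for CCHa2 (SE 0.183). Adjusted p-values over all genes were between 0.153 for Mip and 0.341 for NPF. These directions were the same under TMM and RLE scaling and without each of the 6 libraries. The log2 fold change of CCHa2 was -0.38 without esgts/+ replicate 3, and that of NPF was 0.27 without esgts/+ replicate 2.

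**Figure D2:**
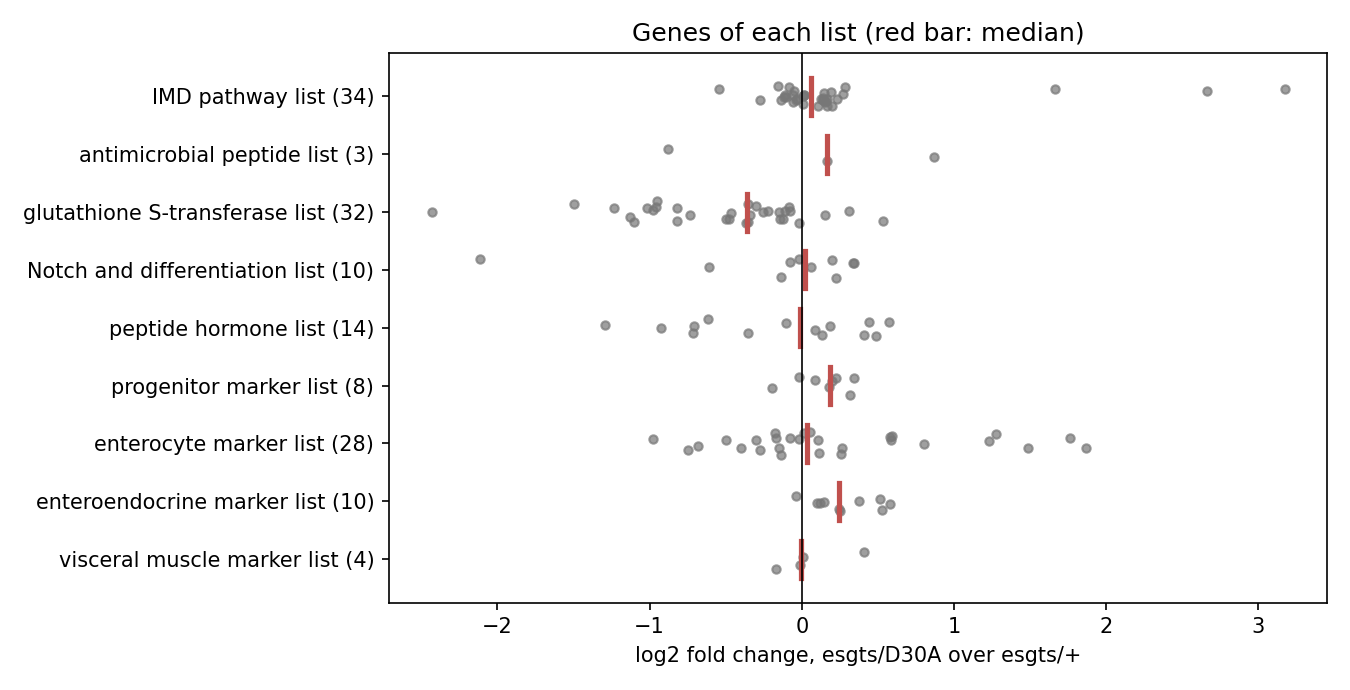
Log2 fold change of esgts/D30A over esgts/+ for each kept gene of the 9 lists (grey points, one per gene, with the number of genes in parentheses) and the list median (red bars); vertical position within a list has no meaning. The glutathione S-transferase median lies at -0.36, and the peptide hormone genes spread to both sides of 0 around a median of -0.01.

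The authors' deposited table of this comparison lists 9957 genes, of which 152 have a false discovery rate under 0.05, 59 raised and 93 lowered in esgts/D30A. All 28 genes called by the quasi-likelihood test were among those 152 genes of the authors' deposited table. An edgeR exact test run here on the same genes and counts gave 152 genes as well.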

Values the study reported

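The study reported that expression of ImdD30A in progenitors for 10 days disrupted the expression of 154 genes.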

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

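The bias-adjusted quasi-likelihood fit was chosen after seeing the data, and the other alternatives before. For 46 genes, among them imd and the other genes with values in the text, 607 values under an alternative kept their direction and their side of the threshold, 54 passed the threshold when the quasi-likelihood value with all libraries did not, 66 no longer passed it and 5 changed direction. The changes of direction were in genes near 0 that were not called, each with 1 library left out: esg (between -0.11 and 0.088), GstE2 (between -0.083 and 0.060) and alphaTry (between -0.37 and 0.19). For the list medians the numbers were 98 kept, 3 newly called, 5 no longer called and 19 with another sign.

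The count of changed genes moved with the test and with the library left out. Against 28 genes (9 raised, 19 lowered) by quasi-likelihood, DESeq2 called 195 (82 raised, 113 lowered), the exact test 151 (58 and 93), the likelihood ratio test 157 (62 and 95), the fit without a filter 59 (25 and 34) and the filter of 5 CPM in 3 libraries 37 (14 raised). All 28 genes were in each of these sets, and also among the 31 genes of the bias-adjusted fit. RLE scaling, merging of genes with identical counts and removal of ribosomal RNA rows each called the same 28 genes. The median log2 fold change of all genes was -0.0036 under TMM and 0.0037 under RLE, so scaling moved it by less than 0.1. The split between raised and lowered genes did not move with the scaling. At an adjusted p under 0.01 in both, 1 gene was shared with the authors' deposited table, against 28 at 0.05. The larger counts of the exact and likelihood ratio tests were accompanied in simulated counts by larger shares of unchanged genes among the calls.

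With 1 library left out, the quasi-likelihood test called between 1 and 28 genes, between 1 and 19 raised and between 0 and 14 lowered. The lowest counts came without an esgts/D30A library: 1 gene without replicate 1, 1 without replicate 2 and 3 without replicate 3. Without esgts/+ replicate 3 there were 28 genes, of which 12 were among the 28 of all libraries. These fits have fewer samples. The log2 fold change of imd was between 0.80 and 0.91 in them, with adjusted p-values between 0.022 and 0.0917, so that the call was kept in 2 of the 6 fits. Of Xrp1, mira and Vinc between 0 and 2 were called.

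Replicate numbers did not pair the samples: the correlations of the deviations from the genotype means were 0.05, -0.06 and -0.0071 for the samples with the same number. With the replicate number as a block, 10 genes were called (2 raised, 8 lowered), 8 of them among the 28. In that blocked fit imd had a log2 fold change of 0.86 (adjusted p = 0.0524, over the settings with all libraries between 2.49e-09 and 0.0524), 1 of Xrp1, mira and Vinc was called, and the visceral muscle median was 0.0058.

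The list medians of -0.36 for glutathione S-transferases and 0.25 for enteroendocrine markers do not depend on the set test, but neither list was called under fry or with an estimated correlation. The adjusted p of the glutathione S-transferase list was between 1.43e-11 and 0.452 over the settings with all libraries. With the preset correlation it was at most 4.64e-08 when each library was left out in turn. Fry and the estimated correlation were not run with a library left out, so stability under those tests is not known. The enteroendocrine median was between 0.14 and 0.35 with 1 library left out, and was not called without esgts/D30A replicate 3 (median 0.17, adjusted p = 0.0617). With 1 library left out, the progenitor median was between 0.066 and 0.23 and was called without esgts/+ replicate 1 (adjusted p = 0.024), while the enterocyte median was between -0.083 and 0.32 and was called without esgts/+ replicate 2 (adjusted p = 0.0455) or replicate 3 (median 0.07, adjusted p = 0.0119). The cause was not tested.

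Medians near 0 changed sign without a call in all but 1 case. The antimicrobial peptide median was -0.88 under the filter of 5 CPM in 3 libraries (adjusted p = 0.0138, over the settings with all libraries between 0.0138 and 0.994), where 1 gene of the list, AttD, was kept, so that no list was tested there, and between -0.22 and 0.50 with 1 library left out. The peptide hormone median was 0.14 under that filter and between -0.14 and 0.10 with 1 library left out, and the Notch and differentiation median was between -0.079 and 0.10. The visceral muscle median was 0.0055 under RLE scaling, 0.0015 with identical counts merged, 0.00064 without ribosomal RNA rows, 0.18 without a filter and between -0.20 and 0.20 with 1 library left out. It had no value under the filter of 5 CPM in 3 libraries, which left none of its genes. The cause was not tested.

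Depth limits the genes with few counts: 17 of the 20 antimicrobial peptide genes and 8 of the 12 muscle markers had too few counts to be kept. In simulated counts for this comparison over 10064 genes, 2.76% of the genes changed by 0.5 log2 units were recovered by the quasi-likelihood test, so a gene that was not called may still differ by the size seen for Vinc, whose log2 fold change was -0.46 under DESeq2 and called there (adjusted p = 0.00874, over all alternatives with 6 libraries between 0.00874 and 0.277).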

Other observations

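The tests in this part were chosen after the results were seen, except the count of other splits for the changed genes, the test of chromosome 3 and the enterocyte test of the digestive enzyme genes.

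The 6 libraries can be divided into 3 and 3 in 10 ways, so a share under 0.1 cannot be reached. For the 28 changed genes, 1 of the 10 splits, the real one, gave as many by the quasi-likelihood test, and the 9 splits that mix the genotypes gave between 0 and 9. The split with 9 genes put esgts/+ replicate 1, esgts/+ replicate 3 and esgts/D30A replicate 3 together, the libraries with the largest shares of ribosomal RNA rows. The exact test gave 151 genes in the real split and between 0 and 26 in the others. Chance cannot be ruled out by this count in a design of this size.

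The quasi-likelihood count here was 28 genes. That is lower than the value quoted from the study above. The exact test gave 151 genes. A candidate explanation for part of the gap is that the exact test calls more unchanged genes than its nominal rate. In counts simulated for these libraries, 21.6% of the calls of the exact test were genes left unchanged, against 3.73% of the quasi-likelihood calls. In the same simulations the exact test also recovered more of the changed genes, 56.7% against 41.9%, so the gap may hold true changes too, and which of the 151 genes are which is not settled by these data. These shares depend on the number and sizes of the simulated changes, which were set and not taken from the data. They therefore do not give the part of the gap that false calls make up.

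The text of the study describes mira as diminished by the block. In these counts mira was higher in 3 of 3 esgts/D30A libraries, with a log2 fold change of 0.80, and the authors' deposited table gives mira a log2 fold change of 0.80 in the same direction as that of imd. No exon of another gene overlaps mira. No technical or biological explanation for this difference was tested.

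The glutathione S-transferase list had as large a median in 1 of the 10 splits, the real one, and the enteroendocrine list in 2 of 10. The preset set test called the glutathione S-transferase list also in 5 of the 9 splits that mix the genotypes, and the enteroendocrine list in 4 of the 9. Deviations of the glutathione S-transferase genes from their genotype means had a mean correlation of 0.24, where the preset assumes 0.01. A candidate explanation for the small p-values of both lists is therefore genes of the list varying together between libraries. A mixed split also carries part of a true difference between the genotypes, so the shared variation and a genotype effect cannot be told apart for these lists. For the enteroendocrine list a mixed split gave a larger median (0.27) than the real one (0.25). For single genes such as GstE1 the call does not rest on the set test.

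Several GstE genes lie near imd. GstE8 ends 840 bp from imd on 2R, and GstE8 fell by 1.02 on the log2 scale while imd rose by 0.86. GstE9, which lies between them and overlaps an exon of imd, had a log2 fold change of -0.15 (adjusted p = 0.839), and GstE2 in the same cluster one of -0.018 (adjusted p = 0.983). The GstD genes on 3R were lowered as well (median log2 fold change -0.66), so a position next to imd is not shared by all lowered members. No technical or biological explanation was tested for this position.

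Changed genes lay next to each other more often than in random gene sets. Among the 151 calls of the exact test, 42 neighbouring pairs lay within 50 kb, 35 of them changed in the same direction, and in 8 pairs the exons overlapped. Reads counted for both overlapping genes could make such pairs. With 1 gene of each overlapping pair removed, 34 pairs were left, where 10000 random gene sets matched on expression had a median of 13 and at most 31 (share 0.0001, the smallest such sets can give), so overlap is not the whole source. With glutathione S-transferase genes also left out, 27 pairs remained against at most 26 in random sets. Reads shared between neighbouring paralogs and shared regulation of neighbours cannot be told apart here, because the handling of reads that match several places is not stated and the sequences were not used here. For the 28 quasi-likelihood calls, 5 pairs were left with 1 gene of each overlapping pair removed. Random sets had a median of 0 and at most 5, so some reached the same number (share 0.0004).

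Changed genes were unevenly spread over the chromosome arms. Of the 151 calls of the exact test 49.0% lay on chromosome 3, which carries the transgene, against 43.2% of the other tested genes (Fisher's exact test, two-sided, p = 0.16, odds ratio 1.26 with a confidence interval from 0.90 to 1.77). Of the 28 quasi-likelihood calls 42.9% lay there, against 43.3%. Genetic background linked to the transgene was therefore not detected as an excess on chromosome 3, and the interval leaves room for one. The arms 3L and 3R were pooled in this test, which can hide an excess on either alone. Of the quasi-likelihood calls 35.7% lay on 3R against 24.1% of the other genes, and 7.14% on 3L against 19.2%. Neither difference passed (Fisher's exact test, p = 0.273 for each, adjusted over 6 arms). Arm 2R held 46.4% of the quasi-likelihood calls against 20.6% of the other genes (Fisher's exact test, p = 0.0117 adjusted over 6 arms). With 1 gene per run of neighbours it held 38.1% (8 of 21, Fisher's exact test, p = 0.206 adjusted over 6 arms), so the runs may account for part of the excess, and the 21 genes left are too few to tell. Arm 3R held 42.9% of these 21 genes against 24.1% of the other genes (Fisher's exact test, p = 0.206 adjusted over 6 arms). The exact test put 29.8% of its calls on 2R (Fisher's exact test, p = 0.0242 adjusted over 6 arms), and 25.7% with 1 gene per run of neighbours (Fisher's exact test, p = 0.431 adjusted over 6 arms).

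Arm 2L held fewer calls of the exact test than the other arms would give, 11 of 151 (7.28%) against 18.5% of the other genes (Fisher's exact test, p = 0.00105 adjusted over 6 arms). With 1 gene per run of neighbours 7 of 109 calls lay on 2L (6.42%, Fisher's exact test, p = 0.0027 adjusted over 6 arms), so repeated counting of runs is not the source. Lower expression of 2L genes is not either, as a share of 0.00030 of 10000 random gene sets matched on the expression of those 109 had as few genes on 2L. A genetic background that differs less between the genotypes on 2L than elsewhere is a candidate explanation that these counts cannot settle, since no genotypes were analysed here. By the methods of the study, the transgene line had been backcrossed to its wild-type strain, and the driver stock shared the X and the third chromosome with that strain. The backcross ran over several generations, which would leave differences mainly near the transgene on chromosome 3. Both genotypes carried the driver, so the chromosomes of the driver stock are common to both. These methods therefore give no reason to expect 2L to differ less than 2R. How complete the backcross was is not known, and the counts do not test the background explanation. The quasi-likelihood calls had 1 of 28 genes on 2L (Fisher's exact test, p = 0.142 adjusted over 6 arms). An effect of the block on genes that happen to lie elsewhere stays open and untested.

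By the exact test 15 genes were raised more than 4-fold, of which the quasi-likelihood test called 1, CG12934. Among them, chosen after their values were seen, CG8560 went from 5.24 ± 5.43 to 72.9 ± 22.0 CPM (SD, n = 3 each) and CG18180 from 9.18 ± 6.49 to 93.5 ± 54.7 CPM, with the highest control value of each in esgts/+ replicate 3. Carry-over of enterocytes in the sort was tested as a source, with the enterocyte marker list, and cannot be told apart from other sources. Its 10 most abundant genes had a median log2 change of -0.061, but they went both ways, from -0.98 for Mal-A1 to 1.27 for Jon99Cii, so this median decides nothing. In 8 of the 10 the log2 change with 2 SE added stayed under a 4-fold rise. How much of their level in the controls comes from progenitors is not known, and a high level there can hide added enterocytes. Without esgts/+ replicate 3 the enterocyte list was called raised (median 0.07, adjusted p = 0.0119), as were Jon99Cii (log2 fold change 2.18, adjusted p = 0.00153) and CG8560 (log2 fold change 5.09, adjusted p = 0.00371). Enterocytes of one gut region and expression in progenitors stay open as well. In the enterocyte list as a whole, which also holds genes that are not digestive enzymes, 9 of 28 genes rose by more than 0.5 log2 units and 3 fell by more than 0.5 (Mal-A1, nub and Mal-A6), with none called by the quasi-likelihood test over the list alone (0 by the exact test over all genes). The 5 most abundant list genes had a median of 0.11, between -0.18 for alphaTry and 1.27 for Jon99Cii. As 2 of these 5 genes are among the 9 raised ones, this median decides nothing about them, and carry-over stays open.

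Peptide hormone genes of enteroendocrine cells were found in the sorted progenitors at high levels, Orcokinin at 5230 CPM in esgts/D30A, and moved apart. The 4 raised genes had a median log2 fold change of 0.46 and the 4 lowered genes one of -0.82. These groups were formed by sign among genes that passed over the list alone, so the gap between the medians is no separate evidence. A different share of enteroendocrine cells in the sort would move them alike. A share of 0.0123 of 10000 random gene lists matched on expression reached the spread of the 14 hormone genes about their weighted mean. Those lists were not matched on how strongly genes vary together between libraries. This value therefore does not decide whether a different share of enteroendocrine cells is the whole source. Over all genes 0 of the 14 were changed by the quasi-likelihood test. A change in the kind of enteroendocrine cell, in the gut regions collected, or in progenitors that express hormones is consistent with these values and was not tested.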
